A study of Mus musculus with 12 samples. Its data were reported in "Srf destabilizes cellular identity by suppressing cell-type-specific gene expression programs" (2018).

How the data were processed

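The arrays were 1-colour Agilent mouse arrays with 62976 features, a number that matches the 8 × 60K format in the study's methods and not the format named in the labels. The authors quantified the scans with Feature Extraction 11.5.1.1, which per the file headers gives a processed signal intensity for each spot after background subtraction, and deposited these intensities without normalization between arrays. They also deposited a table of log2 values. Each of its columns differed from log2 of the scanner signal by a constant, within 0.01 for 99.8% to 99.9% of probes, so the table holds percentile-shifted values of the same arrays. It has 55819 rows, of which 55681 are the array probes and 138 are controls.

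Starting from the processed signal, log2 was taken, control spots and spots with an outlier flag were left out, spots of one probe were averaged, and the 75th percentile of each array was subtracted. The 75th percentile of the signal lay between 843 and 1150. Probe accessions were matched without versions to RefSeq transcripts of the GRCm38.p6 table, used for names only, and 28026 of 55681 probes (50.3%) received a gene symbol. The array was designed on another genome build, so no coordinates are given.

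Samples were grouped by their titles into EGFP, Mkl1, Srf, shEGFP, shActb_1 and shActb_2, with 2 arrays each. All 12 arrays were fitted together with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, 1 mean per group, because 2 arrays are too few to estimate a spread per group. A comparison used probes that were well above background on every array of at least one of its groups. A probe was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. For shActb the mean of both hairpins was set against shEGFP and the sign had to be the same with each. All tests were two-sided. The study's methods state percentile shifts and exclusion of low signals but no test for the arrays.

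Most genes named in the text were fixed by rule before the data were examined: Actb, Srf, Mkl1, Acta2, Tagln, Myl9 and Cnn1, and the 5 largest increases and 5 largest decreases in each of 3 comparisons among changed probes with a name that were well above background and not saturated on every array compared, one probe per gene and, for shActb, changed with each hairpin. Aurkb, Fhl2, Tes, Vcl, Tpm4 and Pdlim5 were named after their values were seen. Gene sets were tested with camera (preset correlation 0.01, at least 5 genes, for each gene the probe with the highest mean signal). The sets were chosen from general knowledge and stand in for the study's own gene classes, which are not used here.

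Slides were identified from the file headers. Slide 1 held EGFP, Mkl1 and Srf, slide 2 held shEGFP and shActb_1, and slide 3 held shActb_2. The Srf, Mkl1 and shActb_1 comparisons therefore lay within a slide, and a slide term leaves them unchanged by construction. EGFP lay in another row of slide 1 than Mkl1 and Srf. Mkl1 and shActb_1 lay in columns 1 and 2 of their slides, and the other groups in columns 3 and 4.

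The fit was tested on simulated data with the real probe means and spreads. For the Srf comparison (35490 probes), 84% of 200 changed probes were recovered and 3.45% of calls were false. For shActb (36616 probes) the values were 83.5% and 4.57%. The simulated spread is that between duplicate arrays. Each simulated change was larger than 2-fold, so the recovery of smaller changes was not measured. The set test called 5 of 200 unchanged sets at an unadjusted p under 0.05 for the Srf comparison, drawn from 35490 probes. The noise was drawn independently for each probe, so this cannot test the preset correlation between genes.

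Alternatives were the normexp background correction (offset 50), quantile normalization, the deposited log2 table, 3 other filters on dim probes (none, all arrays, the 20th percentile), the compared arrays only, the replicate number as a block, duplicates averaged (with the difference between the hairpins as the only error), a variance trend with robust estimation (for gene sets the trend only), each array left out, other thresholds, one probe per gene, and other set tests. The normexp correction used the median spot signal in place of the mean that had been planned, because the mean was not among the columns used here.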

Results

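Gene expression was measured in mouse neural progenitor cells (NPCs) that had been differentiated from embryonic stem cells in culture. Total RNA was labelled with a green dye (cyanine 3) and hybridized to Agilent oligonucleotide arrays, 1 sample per array. The 12 arrays fell into 6 groups of 2. An overexpression experiment held cells given retroviral EGFP (a fluorescent protein, the control), Mkl1 or Srf. Srf (serum response factor) is a transcription factor, and Mkl1 is a cofactor of Srf that is retained by monomeric actin. A knockdown experiment held cells given a short hairpin RNA against EGFP (shEGFP, the control) or 1 of 2 hairpins against Actb, the gene of β-actin (shActb_1 and shActb_2). Each array carried 55681 probes after the spots of one probe were averaged. Between 33008 and 40359 probes per array were well above background (59.3% to 72.5%), and no spot was saturated. Arrays of one group correlated at r = 0.993 to 0.998 over the probes detected on both. Of these probes, 0.499% to 2.74% differed by over 2-fold between the arrays of a group, with the largest share in EGFP. The study describes its array duplicates for the Actb knockdown as technical. The tests below therefore measure differences against array-to-array error and not against the spread between cultures, and the number of arrays limits their precision.

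The targeted genes were examined first, because they check the labels. Levels are log2 signals relative to the array's 75th percentile, as mean ± SD of the arrays in a group. The Actb probe (NM_007393) read 8.75 ± 0.01 (SD, n = 2) in shEGFP, 8.21 ± 0.02 (SD, n = 2) in shActb_1 and 8.09 ± 0.05 (SD, n = 2) in shActb_2. Averaged over the hairpins, it fell by 0.59 on the log2 scale (SE 0.05, adjusted p = 0.000286, limma), lower on 4 of 4 arrays. The brightest Actb spot reached 63.2% of the scanner's saturation value. Actb has close paralogs among the actin genes, so its probe signal is uncertain to that extent. Mkl1 (listed as Mrtfa in the reference, NM_001082536) had 2 probes. On the arrays labelled Mkl1 they were higher than in EGFP by 0.20 (SE 0.08) and 0.17 (SE 0.11) on the log2 scale, neither past the threshold (adjusted p = 0.12 and 0.313, limma). Srf (NM_020493) also had 2 probes, and both went against the label. The first read 2.71 ± 0.10 (SD, n = 2) in EGFP and 0.25 ± 0.02 (SD, n = 2) on the arrays labelled Srf. The second read 2.66 ± 0.30 (SD, n = 2) and 1.26 ± 0.09 (SD, n = 2). These falls, -2.46 (SE 0.06, adjusted p = 2.55e-06) and -1.40 (SE 0.13, adjusted p = 0.000266, limma), are opposite to an overexpressed transcript. The study's methods describe vectors holding the open reading frames of Srf and Mkl1. A probe in an untranslated region would miss such a transgene. Where the probes lie relative to the transgene was not determined here. The term "arrays labelled Srf" is therefore used throughout, and every direction drawn from them carries this limit. Both Srf probes were higher in the other treatments, by 0.71 and 1.18 on the log2 scale on the arrays labelled Mkl1 and by 0.93 and 0.67 with shActb. Quantile normalization moved the Actb change most, to -0.83.

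**Figure D1:**
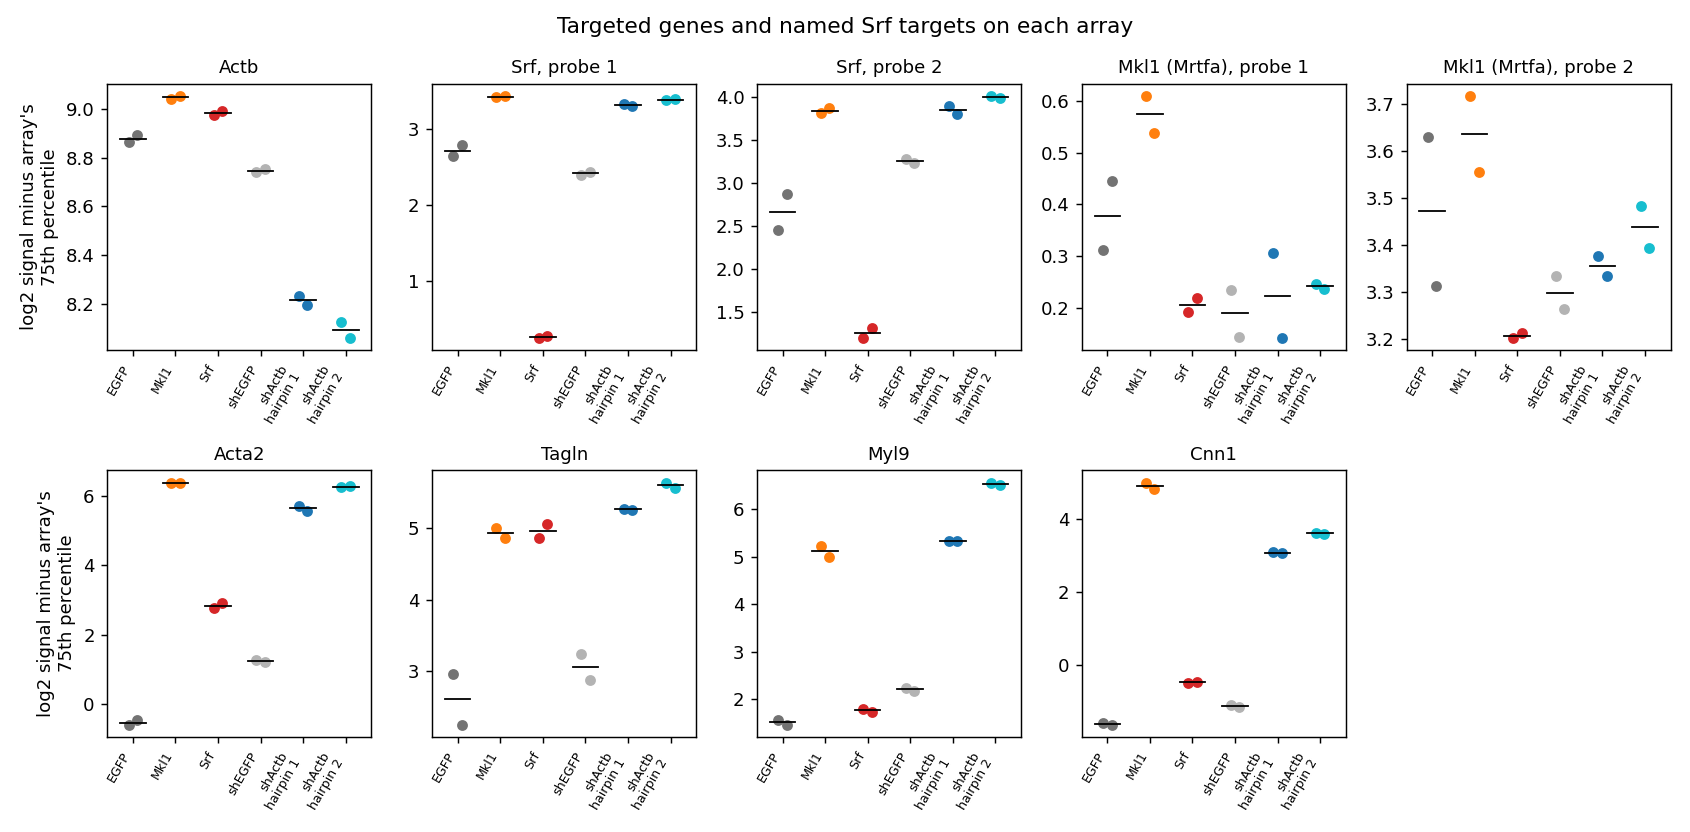
Log2 signal minus the array's 75th percentile (y axis, a separate scale in each panel) for the probes of the targeted genes and of 4 Srf targets in the 6 groups (x axis), with a dot per array and a line at the mean of each group's 2 arrays. The Srf probes were lowest on the arrays labelled Srf (means 0.25 and 1.26), and Acta2 was highest on the arrays labelled Mkl1 (6.38).

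The first comparison asked which transcripts differed between the arrays labelled Srf and the EGFP control, on the same slide. Of 35560 probes tested, 1970 changed (adjusted p under 0.05 and over 2-fold), 1170 higher and 800 lower. The criterion changed this count by the largest number: at an adjusted p under 0.05 alone, 9051 probes passed. With a fold change over 2 alone, the higher and lower probes numbered 1414 and 1717, so that the majority direction was reversed. Without the background filter as well, they numbered 2071 and 4812. On one probe per named gene, 1143 of 15712 genes changed. The largest increases among named genes were in Actg2 (log2 fold change 4.60, SE 0.11), Ccl8 (4.53, SE 0.37), Bpifb3 (4.39, SE 0.33), Sprr1a (3.99, SE 0.17) and Lpl (3.64, SE 0.15, with 3.44 at its other probe). The largest decreases were in Stmn2 (-3.88, SE 0.15), Gprin3 (-2.96, SE 0.13), Gbp4 (-2.87, SE 0.14), Lrrc17 (-2.69, SE 0.28) and Wfdc2 (-2.66, SE 0.15).

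In the second comparison, of the arrays labelled Mkl1 with the same EGFP arrays, 996 of 35771 probes changed, 462 higher and 534 lower. Under quantile normalization the share of changed probes that were higher was 64.1%, against 46.4%, so the split depends on the processing. The majority was also higher at an adjusted p alone (4456 higher and 2983 lower) and without EGFP replicate 1 (513 and 440). When the spread was estimated from the compared arrays only, 126 probes changed (78 higher and 48 lower). One array decided much of the count: without EGFP replicate 2, 1802 probes changed. The largest increases were in Acta2 (6.93, SE 0.08), Cnn1 (6.56, SE 0.07), Actg2 (5.41, SE 0.11), Serpinb2 (4.74, SE 0.20) and Acta1 (4.74, SE 0.12). The largest decreases were in Hdac9 (-2.71, SE 0.19), Col11a1 (-2.64, SE 0.14), Gm5591 (-2.54, SE 0.48), Dkk1 (-2.41, SE 0.09) and Tox (-2.37, SE 0.13). Gm5591 had an SD of 1.12 (n = 2) in EGFP and a change of 0.11 at another probe, so its probes disagreed.

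The knockdown comparison asked what changed when both hairpins were set against shEGFP. Of 36686 probes, 691 changed on the mean of both hairpins with the same sign for each, 246 higher and 445 lower. Tested separately, 123 probes were changed to higher and 163 to lower with each hairpin (2.4 and 18.9 expected). Opposite changes numbered 0 and 7 (7.7 and 6.0 expected). The hairpins share the shEGFP arrays, which raises these counts and alone makes their effects alike: across probes r was 0.47 and 68.4% had the same sign, against r = 0.50 and 66.6% for simulated unchanged groups. The simulated groups held no real changes, so their r is no standard for groups that do. When each hairpin effect was computed against a different shEGFP array, r was 0.40 and 0.31. At an adjusted p alone the majority was reversed, with 5374 higher and 3522 lower. Under normexp background correction 247 did, and the higher share was 50.2% against 35.6%. Under quantile normalization that share was 50.5%. The hairpins gave unequal counts: 583 of 36244 probes with shActb_1, which shared a slide with its control, and 2283 of 36181 with shActb_2, which lay on a slide of its own. For shActb_2 the slide and the hairpin cannot be told apart. Compared directly, the hairpins differed at 1781 of 35429 probes (634 higher and 1147 lower with shActb_2). On one probe per named gene the majority was reversed (359 higher and 319 lower). The largest increases common to both hairpins were in Acta2 (4.73, SE 0.07), Cnn1 (4.49, SE 0.06), Acta1 (4.10, SE 0.10), Actg2 (4.02, SE 0.10) and Myl9 (3.72, SE 0.07). The largest decreases were in Lox (-3.27, SE 0.18, with -3.11 at its other probe), Col11a1 (-2.95, SE 0.12), Meox2 (-2.71, SE 0.10), Palmd (-2.61, SE 0.15) and Dkk1 (-2.36, SE 0.08). Acta1, Acta2 and Actg2 are close paralogs, and signal shared between their probes was not separated.

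**Figure D2:**
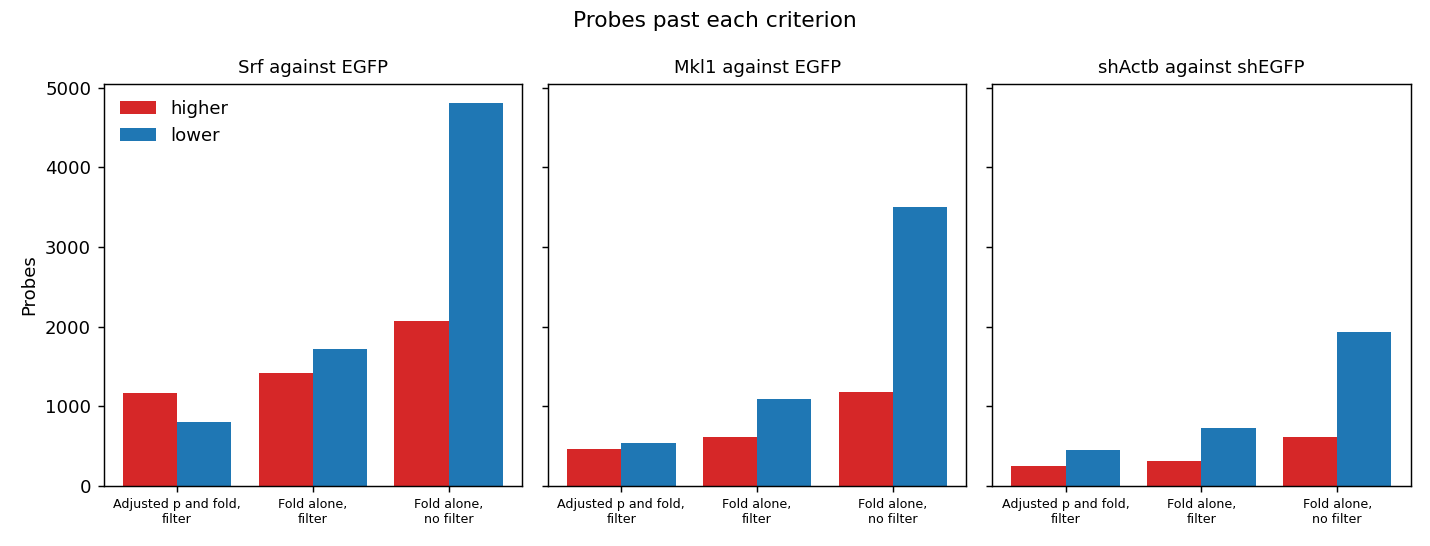
Number of probes (y axis, from 0) higher (red) or lower (blue) than the control in 3 comparisons, under 3 criteria (x axis): adjusted p and fold change with the background filter, fold change alone with it, and fold change alone without it. For the arrays labelled Srf the counts were 1170 and 800 under the first and 2071 and 4812 under the last.

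The controls of the experiments, shEGFP and EGFP, were compared to measure what a comparison across experiments would carry. Of 37689 probes, 3848 differed (2234 higher and 1614 lower in shEGFP), more than in the Srf, Mkl1 or knockdown comparison. The order against Srf was reversed with normexp (781 and 843) and on one probe per gene (1131 and 1143). The majority direction was reversed without a filter on dim probes (2264 higher and 2859 lower) and with a fold change over 2 alone (2770 and 2968). Without EGFP replicate 1 the split was 2526 higher and 768 lower. They lay on different slides, so vector, experiment and slide cannot be told apart, and treatments were compared only with their own control.

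The Srf targets named by the study differed in how they responded. On the arrays labelled Srf, Acta2 was higher by 3.37 (SE 0.08, adjusted p = 2.55e-06, limma), Tagln by 2.34 (SE 0.22) and Cnn1 by 1.14 (SE 0.07) on the log2 scale. Myl9 differed by 0.26 (SE 0.08), which was not past the threshold (adjusted p = 0.0559, limma) but was in 3 of 15 alternatives at the same size. On the arrays labelled Mkl1, Tagln was higher by 2.32 (SE 0.22) and Myl9 by 3.60 (SE 0.08). With shActb, Tagln was higher by 2.36 (SE 0.19). Set against each other, the arrays labelled Srf were lower than those labelled Mkl1 by -3.55 in Acta2, -3.34 in Myl9 and -5.42 in Cnn1 (adjusted p = 8.16e-07, 1.02e-06 and 1.14e-07, limma), and for Tagln no difference was detected (0.025, adjusted p = 0.953).

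Sets of genes fixed before the data were examined were tested with camera, a limma test of whether a set moved relative to all other genes (15 tests, Benjamini-Hochberg adjusted). Of these, 7 passed the threshold. With the correlation between genes estimated from the data only 2 did, the actin-Srf targets on the arrays labelled Mkl1 and with shActb, and with fry (a test of the set on its own) 11 did. The actin-Srf targets (cytoskeletal and matrix genes, among them Acta2, Tagln, Myl9 and Cnn1) had a median log2 fold change of 1.04 on the arrays labelled Mkl1 (31 of 35 genes higher, adjusted p = 3.354e-15) and of 0.71 with shActb (31 of 35 higher, adjusted p = 3.358e-14). On the arrays labelled Srf the median was 0.092, the mean 0.59 and the set was not past the threshold (19 of 34 higher, adjusted p = 0.0756). Changed actin-Srf genes numbered 10, 18 and 13 for Srf, Mkl1 and shActb, all higher, and adjusted over the list alone the counts were also 10, 18 and 13. The study names Acta2, Tagln, Myl9 and Cnn1 as known targets that rose with Actb knockdown. For Srf overexpression its text reports a rise of Srf targets mediated by Mkl1 without naming them. The list was therefore not chosen without knowledge of the outcome. Without those 4 genes the medians were 0.0048, 0.76 and 0.66. The immediate-early genes had a median of 0.61 on the arrays labelled Srf (14 of 15 higher, adjusted p = 0.000786), 0.29 with Mkl1 (12 of 14 higher, adjusted p = 0.0485) and 0.16 with shActb (adjusted p = 0.977). Of these genes 3, 1 and 0 changed, all to higher, and adjusted over the list alone also 3, 1 and 0. Under quantile normalization the set with Mkl1 was not past the threshold (0.33).

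The neural progenitor markers, a list of 30 genes, address whether common markers of the starting cell type fell. They are not the study's own class of NPC genes, so its share among lowered genes was not tested. Their median was -0.25 with shActb (15 of 21 lower, adjusted p = 0.0485, camera), not past the threshold under quantile normalization with a median of -0.21. It was -0.28 with Mkl1 (13 of 20 lower, adjusted p = 0.0726) and 0.068 on the arrays labelled Srf (10 of 21 lower, adjusted p = 0.644, camera). Adjusted over all probes, 2 rose and 1 fell past the criterion on the arrays labelled Srf, 2 rose and 1 fell with Mkl1, and 1 fell with shActb. Adjusted over the list alone, the counts that fell were 2, 1 and 1. The pluripotency markers passed in no comparison with camera (medians 0.037, -0.076 and -0.19 for Srf, Mkl1 and shActb, adjusted p = 0.625, 0.497 and 0.0964), and 1, 1 and 0 of them changed, to higher, over all probes and adjusted over the list alone. The cell cycle genes were slightly lower on the arrays labelled Srf (median -0.11, 20 of 24 lower, adjusted p = 0.0364) and slightly higher with shActb (0.11, 16 of 25 higher, adjusted p = 0.0364). Under quantile normalization neither was past the threshold, the former median was -0.077 and the latter -0.014. For the latter the mean (0.021) and the camera direction stayed higher, so only a median near 0 changed sign. With Mkl1 the median was 0.077 (adjusted p = 0.192). Of the cell cycle genes 0, 0 and 1 changed, and adjusted over the list alone also 0, 0 and 1. The one with shActb, Aurkb, named after its value was seen, fell (-1.01), against the direction of the set. Aurkb did not pass the background filter in the Srf and Mkl1 comparisons, so its signal may lie near background. Under the main settings, for no list did the median, the mean and the direction of the camera test differ in sign.

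**Figure D3:**
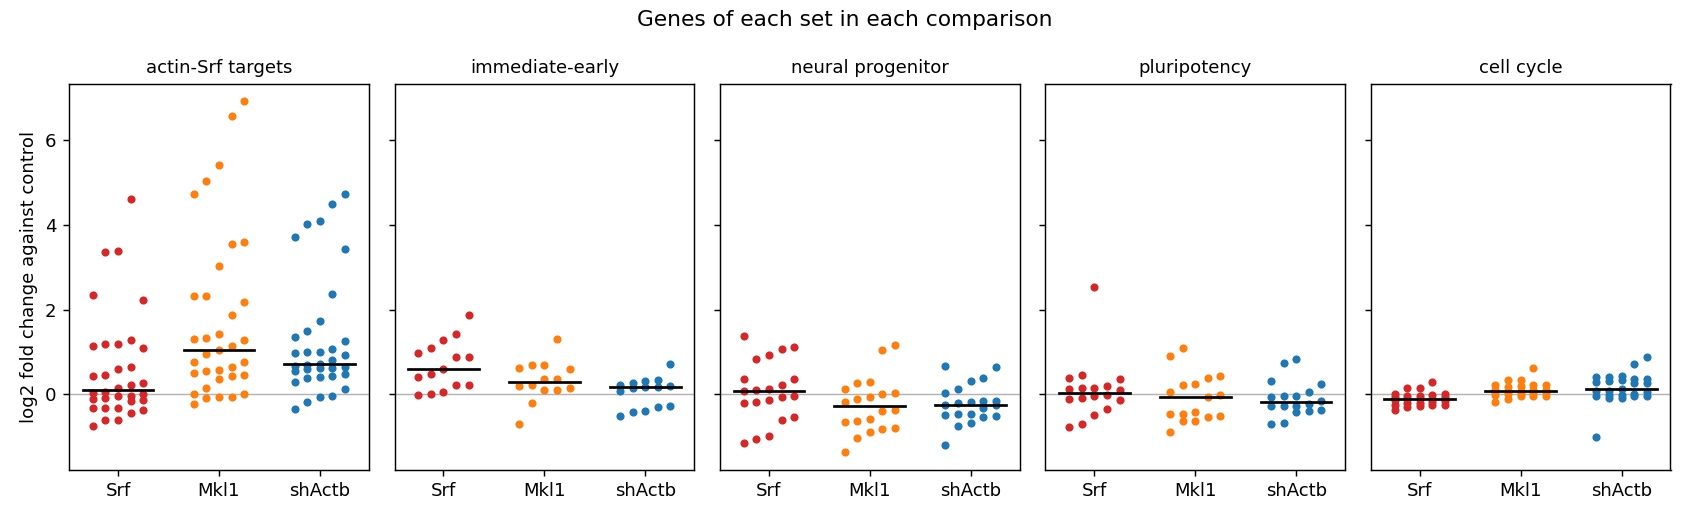
Log2 fold change against the matching control (y axis) of each gene in 5 gene sets, with a dot per gene and a line at the median, for the arrays labelled Srf, those labelled Mkl1 and the mean of both shActb hairpins (x axis). The actin-Srf targets had medians of 0.092, 1.04 and 0.71.

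The similarity of the effects was measured across probes, which are not independent replicates. The effects of Mkl1 and shActb, which share no arrays, correlated at r = 0.50 (Spearman rho 0.47, 33479 probes). Changed probes were shared in the same direction more often than chance would give: 124 were higher in both (3.0 expected) and 160 lower in both (4.8 expected), and 1 and 1 were opposite. Without the filter on dim probes r was 0.25. The effect on the arrays labelled Srf and that of shActb correlated at r = 0.18 (rho 0.19). With shActb_1 alone r was 0.075. Of the changed probes, 66 were higher in both (6.9 expected) and 45 lower in both (7.1 expected). Opposite changes also exceeded the expected numbers. On the arrays labelled Srf, 27 were higher that were lower with shActb (10.7 expected), and 18 went the reverse way (4.6 expected). The effects of Srf and Mkl1 correlated at r = 0.53 (rho 0.54), and 69.6% of probes had the same sign. They share the EGFP arrays, and simulated unchanged groups against a shared control gave r = 0.50 and 66.7%. When each effect was computed against a different EGFP array, r was 0.36 and 0.29.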

Values the study reported

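The study sorted genes by their expression in NPCs and embryonic stem cells. It reported that NPC genes made up 23.8% of all genes, embryonic stem cell genes 32.5% and ubiquitous genes 43.8%. Among genes downregulated by Srf overexpression, it reported that 47.0% were NPC genes.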

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

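The test of Actb between the hairpins was chosen after its values had been seen, and so were the comparison with the Srf effect, the scalings and filters under which the slide test was repeated and the standard that uses them. The test of the slide itself was written before. The effects of the hairpins against Actb differed from each other by a direct test: 1781 probes changed between shActb_2 and shActb_1. This is a difference between groups under one contrast, and the hairpins were expected by design to act alike. A stronger knockdown by the second hairpin was weighed first. Actb was lower with shActb_2 by -0.12 on the log2 scale, which was not past the threshold (SE 0.05, adjusted p = 0.112, limma). It was past it in 2 of 13 alternatives, at -0.39 with quantile normalization, so a stronger knockdown stays open. The slide was weighed next. If the slide alone were the cause, the hairpin difference should be unrelated to the Mkl1 effect from another slide. Across probes r was 0.10, above 0 in each of 16 choices of single arrays (0.02 to 0.16). By the standard set beforehand, 2 SD over single arrays (SD 0.047), this would narrowly have excluded the slide. It held with normexp (0.13) and over probes above background on all arrays (0.11), but not with quantile normalization (0.041) or without a filter on dim probes (0.0042). The Srf effect, from that other slide too, correlated with the hairpin difference at r = 0.18 (SD 0.037). This r was 0.15 with normexp, 0.17 with quantile normalization, 0.15 over probes above background on all arrays and 0.072 without a filter, the last just under 2 SD. Most of these values go against the slide alone, but not under each setting. The difference between the controls, shEGFP against EGFP, goes the other way. Slide 2 enters it through shEGFP and enters the hairpin difference, with opposite sign, through shActb_1. An effect of slide 2 would make their r negative. It was -0.39 (SD 0.060), and -0.51 to -0.23 under other scalings and filters. This r was read for the slide after it was seen and cannot separate slide from row. The slide is therefore not excluded. The slide and the hairpin cannot be told apart, since shActb_2 was the only group on its slide. An off-target effect of a hairpin is a biological explanation that was not tested. Acta2, Myl9 and Cnn1 were higher with shActb_2 than with shActb_1, by 0.63, 1.21 and 0.53 on the log2 scale, and Tagln was not past the threshold (0.33, adjusted p = 0.283, limma).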

How the results depend on the processing

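Chosen after seeing the data were the settings that combine a fold change over 2 alone with another filter or a common floor, those with shActb_1 only, and the other scalings and filters for the correlations used to weigh explanations. The rest were chosen before the data were examined.

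The counts of changed probes depended on the processing, and the cause was not tested unless given. For Srf, Mkl1, shActb, the hairpin difference and the control difference the counts were 1970, 996, 691, 1781 and 3848. With normexp they were 843, 367, 247, 418 and 781. At an adjusted p alone they were 9051, 7439, 8896, 11370 and 14132, and on one probe per gene, where fewer items were tested, 1143, 617, 404, 678 and 1131. Fold change alone gave 3131 for Srf and 1705 for Mkl1, and without a filter 6883, 4678, 2550, 5625 and 12018. With a common floor as well, Mkl1 had 1517. Restricting to probes above background on all arrays, which tests fewer probes, gave 399, 993 and 1539 for shActb, the hairpin difference and the control difference, and 424, 1035 and 1619 at fold change alone. Estimating the spread from the compared arrays only gave 126 for Mkl1. With duplicates averaged, the only error left was the difference between the hairpins (1 residual degree of freedom), which is no measure of the spread in the other groups, so the loss of calls says nothing about their stability. Then 0, 4, 0 and 0 probes changed for Srf, Mkl1, shActb and the control difference, and the hairpin difference could not be fitted. At an unadjusted p under 0.05 (limma) 3149, 1685, 978 and 4974 probes passed. Under that setting Actb (-0.59) and both Srf probes (-2.46 and -1.40) lost the threshold at unchanged size, as did 46 results for single named genes, while 15 stayed on their side of it. Leaving out one array moved the Mkl1 count over 679 to 1802, with the lone remaining array assumed to vary like the other groups. The highest was without EGFP replicate 2. Quantile normalization moved the share of higher probes from 46.4% to 64.1% for Mkl1, from 35.6% to 50.5% for shActb and from 35.6% to 48.0% for the hairpin difference. Normexp moved it to 50.2% for shActb. For Mkl1 the majority was also reversed with the compared arrays only (78 higher and 48 lower) and without EGFP replicate 1 (513 and 440) or Mkl1 replicate 2 (342 and 337). The majority direction of the control difference was reversed without a filter (2264 higher and 2859 lower), at the 20th percentile (2419 and 2808), at an adjusted p alone (6377 and 7755) and at fold change alone (2770 and 2968). That of the hairpin difference was reversed at an adjusted p alone (5919 and 5451). With the deposited log2 table each main result stayed on its side of the threshold or within 1.5 times its count, with 1966, 1001 and 691 probes for Srf, Mkl1 and shActb.

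Replicate numbers were not taken to pair the arrays, since that would need a correlation above 0.1 in every pair of groups: deviations of same-numbered arrays correlated between -0.14 and 0.26 over 15 pairs, above 0.1 in 6. With the replicate block the counts were 2038, 1024, 704, 1814 and 4021, and among the sets the neural progenitor markers with shActb were no longer past the threshold (median -0.25). The slide as a block leaves the Srf and Mkl1 comparisons unchanged by construction. It could not be fitted for shActb, the hairpins or the controls, whose groups lie on different slides, nor as a random block, since group means absorb the slides.

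Reversals of gene sets are those of the median, and for neural progenitor and pluripotency sets on the arrays labelled Srf the camera direction stayed higher. Among gene sets, the actin-Srf targets kept their direction and threshold for Mkl1 and shActb under all alternatives run, also without the 4 genes named by the study (medians 0.76 and 0.66). On the arrays labelled Srf that set passed without a filter (0.092), at the 20th percentile filter (0.13) and with fry (0.092), and ranged over 0.0074 to 0.17 when an array was left out, passing without EGFP replicate 2 (0.17) or Srf replicate 1 (0.14). With the estimated correlation the immediate-early sets for Srf (0.61) and Mkl1 (0.29), the cell cycle sets for Srf (-0.11) and shActb (0.11) and the neural progenitor set for shActb (-0.25) lost the threshold. With fry the neural progenitor sets for Srf (0.068) and Mkl1 (-0.28) and the cell cycle set for Mkl1 (0.077) passed it. The immediate-early set for Mkl1 also lost it with normexp (0.21), quantile normalization (0.33), the all-array filter (0.29), the compared arrays only (0.29) and the mean of probes (0.28), with 0.15 to 0.41 over arrays left out, and it was lost without EGFP replicate 1 (0.15) or Mkl1 replicate 2 (0.20). The neural progenitor set with shActb lost it with normexp (-0.17), quantile normalization (-0.21), no filter (-0.16), the all-array filter (-0.22), the 20th percentile (-0.19) and the variance trend (-0.25), with -0.30 to -0.22 over arrays left out, of which only the lowest, without shActb_1 replicate 2, kept the threshold. That set for Mkl1 passed without a filter (-0.38) and with the mean of probes (-0.33). For Srf it reversed without a filter (-0.054), at the 20th percentile (-0.040) and with the mean of probes (-0.040), and ranged over -0.046 to 0.12, reversing without EGFP replicate 1 (-0.016) or 2 (-0.046). The pluripotency set for Srf reversed without a filter (-0.030) and at the 20th percentile (-0.030), with -0.014 (without Srf replicate 1) to 0.12 over arrays left out, and for Mkl1 with quantile normalization (0.022). The cell cycle set for Srf lost the threshold with quantile normalization (-0.077), the all-array filter (-0.11) and the compared arrays (-0.11), with -0.16 to -0.10 over arrays left out, lost without EGFP replicate 2 (-0.10) or Srf replicate 1 (-0.11). For Mkl1 it reversed with quantile normalization (-0.0019), with 0.043 to 0.11 over arrays left out, passing without EGFP replicate 2 (0.11). For shActb it reversed with quantile normalization (-0.014) and lost the threshold with the all-array filter (0.11), the compared arrays (0.11) and the mean of probes (0.10), with 0.091 to 0.13 over arrays left out, lost without shEGFP replicate 1 (0.12) or shActb_1 replicate 1 (0.091). The cause was not tested.

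The similarity of Srf and Mkl1 moved to 0.44 with normexp and 0.41 over probes above background on all arrays, and ranged over 0.48 to 0.64 with an array left out. That of Srf and shActb moved to 0.12 without a filter and to 0.075 with shActb_1 only. That of Mkl1 and shActb moved to 0.57 with normexp, 0.43 with quantile normalization, 0.25 without a filter, 0.56 over probes above background on all arrays, 0.37 at the 20th percentile and 0.72 over changed probes, and ranged over 0.44 to 0.50. All stayed positive.

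The single probes that reversed had values that were not past the threshold before the change of setting. Actb between the controls went from -0.13 to 0.13 with quantile normalization. The Mkl1 probes with shActb went to -0.015 with normexp at the first and -0.021 with quantile normalization at the second, and ranged over -0.0027 to 0.089 at the first probe with an array left out. Between the hairpins the first ranged over -0.064 to 0.10. The second Mkl1 probe on the arrays labelled Mkl1 ranged over 0.0075 to 0.32 and passed without EGFP replicate 1. Near the threshold, Myl9 on the arrays labelled Srf (0.26) passed with the all-array filter, the replicate block and the variance trend, and Actb between the hairpins with quantile normalization (-0.39) and the variance trend (-0.12). Signal over background limits what can be said of dim probes: 9827 probes were not detected on any array.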

Other observations

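Chosen after the result was seen were the tests of the Srf probes, of the floor, of the make-up of the probes failing the filter, of noise between controls, and of slide row for the control difference and for Mkl1 with shActb. The others, of olfactory receptor probes near background and of slide row for Srf and Mkl1, were written before. The standards by which the floor, slide row and noise tests were read were changed after their results were seen.

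Both Srf probes were lower on the arrays labelled Srf. A single outlying probe is argued against, since the probe that fell less changed by -1.40 on the log2 scale. A general loss of activity at Srf targets is argued against too: 10 of 34 actin-Srf target genes were changed to higher and 0 to lower. At an adjusted p alone 13 were higher and 5 lower, which were Fhl2, Tes, Vcl, Tpm4 and Pdlim5, named after their values were seen (-0.33 to -0.75 on the log2 scale), so a loss at part of the targets stays open. An exchange of the Srf and Mkl1 labels would need Mkl1 to be higher on the arrays labelled Srf. It was lower at both probes, by at least -0.37 on the log2 scale, but whether the probes read the transgene is unknown, as the Mkl1 probes did not pass the threshold on the arrays labelled Mkl1 either. This stays open. A candidate explanation, which was not tested, is that the transgene lacks the probes' target and that the endogenous transcript fell. The vectors of open reading frames that the study describes leave room for it.

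Arrays labelled Srf had more lower than higher probes at a fold change over 2 without a filter, and the reverse under the test. Probes below background on all arrays of both groups had a median log2 fold change of -0.26, and negative control spots one of -0.24, so the floor lay lower on these arrays. Of the lower probes, 64.3% failed the background filter, against 31.7% of the higher ones. Between duplicate arrays, 19.1% to 30.0% of the probes not detected on both differed by over 2-fold. With the filter the lower probes still outnumbered the higher ones at fold change alone (1717 and 1414). They did not among probes above background on all arrays (635 and 767). With values raised to a common floor and no filter, the lower and higher probes numbered 1414 and 1283, against 4812 and 2071 without it. A common floor removes differences between dim probes by construction, whatever their cause. The floor may account for most of the excess. Whether it is the cause stays open, since the excess remained in part with the background filter. A lower floor was not particular to the arrays labelled Srf. On those labelled Mkl1 the medians were -0.36 for probes below background and -0.36 for negative control spots. There 3501 probes were lower and 1177 higher without a filter, and 68.9% of the lower ones failed it.

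Olfactory receptor probes made up 11.1% of the named lower probes in that unfiltered list and 4.15% of all named probes. The prediction that nearly all of them would be below background on every array was not met (87 of 208). Of those below background, 12.4% were called lower, close to the 11.7% of all probes below background. Among named probes failing the filter, these receptors were 12.1% of probes and 14.4% of lower ones. With the filter and the test they were 9 of 514 named lower probes (1.75%), against 1.30% of named probes tested. Most of their excess in the unfiltered list is thus consistent with the make-up of the dim probes.

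The controls differed at more probes than Srf and EGFP did, except with normexp, on one probe per gene, and with duplicates averaged, where limma called 0 for each with the hairpin difference as the only error (4974 and 3149 at an unadjusted p under 0.05). Array noise alone is argued against on the same 37689 probes. The controls differed by over 2-fold at 5738 of them, duplicates of a control at no more than 2064, and the 2 splits that mix the controls at 579 and 407. The control difference ran against the hairpin difference (r = -0.39). An effect of slide 2, which held shEGFP and shActb_1, would give this sign. EGFP and shActb_2 lay in one row position of their slides and shEGFP and shActb_1 in the other, so a row effect may be involved too. The Srf effect, also measured between rows, should then run against the hairpin difference, and instead r was 0.18 (0.072 to 0.17 under other scalings and filters), and 0.10 for Mkl1. These signs go against a row effect. It stays open only because the Srf and Mkl1 effects hold the treatments too, which could outweigh it. No biological explanation was tested. For Mkl1, row as the whole cause of its similarity to shActb is argued against: r with shActb_1, which shared a row and a slide with its control, was 0.48 (0.25 to 0.56 under other scalings and filters). The slide column stays open, since Mkl1 and shActb_1 lay in columns 1 and 2 and their controls in columns 3 and 4. A column effect would make the hairpin difference run against the Mkl1 effect, and that r was 0.10 (0.0042 to 0.13 under other scalings and filters). This sign goes against a column effect, but the treatments could outweigh it. For the similarity of Srf and Mkl1 the row stays open, as r of the Srf effect with shActb_1 was 0.075, below 2 SD over single arrays (SD 0.044). This r was above 2 SD with normexp (0.11) and over probes above background on all arrays (0.092). It was below with quantile normalization (0.083) and without a filter (0.075).

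Dkk1 and Meox2, singled out after their values were seen, moved in opposite directions. Dkk1 changed by 2.50 on the log2 scale on the arrays labelled Srf, -2.41 with Mkl1 and -2.36 with shActb. Meox2 changed by 1.46, -1.63 and -2.71. Of 337 probes lower with shActb, 27 were higher on the arrays labelled Srf (10.7 expected) and 45 lower (7.1 expected).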
